# CD26 Induces Colorectal Cancer Angiogenesis and Metastasis through CAV1/MMP1 Signaling

**DOI:** 10.3390/ijms23031181

**Published:** 2022-01-21

**Authors:** Lui Ng, Sunny Kit-Man Wong, Zheng Huang, Colin Siu-Chi Lam, Ariel Ka-Man Chow, Dominic Chi-Chung Foo, Oswens Siu-Hung Lo, Roberta Wen-Chi Pang, Wai-Lun Law

**Keywords:** CD26, colorectal cancer (CRC), metastasis, CAV1, MMP1

## Abstract

CD26 has been reported as a marker for colorectal cancer stem cells endowed with tumor-initiating properties and capable of colorectal cancer (CRC) metastasis. In this study, we investigated the functional effect of CD26 on CRC angiogenesis and metastasis, and the potential underlying mechanism. The functional effects of CD26 overexpression or repression were determined by a wound healing experiment, and cell migration and invasion assays in vitro and in mouse models. Differentially expressed genes regulated by CD26 were identified by genome-wide mRNA expression array and validated by quantitative PCR. CD26 functionally regulated CRC cell migration and invasion in vitro and angiogenesis and metastasis in vivo. Genome-wide mRNA expression array and qPCR showed that MMP1 was up-regulated in CD26+ subpopulation, and a subsequent experiment demonstrated the regulatory effect of CD26 on MMP1 in CRC cell lines with CD26 repression or overexpression. Furthermore, overexpression of CAV1 abrogated the CD26-regulated MMP1 induction in CRC cell lines. This study demonstrated the functional roles of CD26 in inducing CRC migration, invasion, angiogenesis and metastasis and identified the potential involvement of MMP1 and CAV1 in such process. CD26 is an attractive therapeutic target for combating tumor progression to improve the prognosis of CRC patients.

## 1. Introduction

Colorectal carcinoma (CRC) is the third most prevalent and the fourth most lethal type of cancer worldwide. In fact, a significant portion of CRC patients develops synchronous or metachronous liver metastases [1]. The five-year survival rate of CRC patients with liver metastases is less than 10% although with the advanced therapeutic regiments nowadays [2]. Understanding the underlying mechanism of metastasis is important for the development of novel therapeutic strategies.

Our previous works have successfully identified a subpopulation of CD26+ CRC cancer stem cells (CSCs) associated with the development of distant metastasis, enhanced invasiveness and chemoresistance in colorectal cancer [3]. CD26+ CRC cells were uniformly present in both the primary and metastatic tumors in colorectal cancer patients with liver metastasis [3]. Furthermore, in patients without distant metastasis at the time of presentation, the presence of CD26+ cells in their primary tumors predicted distant metastasis on follow up. Isolated CD26+ cells, but not CD26− cells, led to the development of distant metastasis when injected into the mouse cecal wall [3]. In addition, CD26+ cells were also associated with enhanced invasiveness and chemoresistance. These findings suggested that these CD26+ cells are the CSCs responsible for the metastatic capacity of CRC cells [3]. Following the identification of CD26+ CSCs in CRC, we and the others subsequently showed that high CD26 expression in CRC specimens is associated with higher TNM staging, the development of metastasis and is a predictor of poor prognosis after resection of CRC [4,5,6]. These results consistently supported the poor prognosis associated with the presence of CD26+ cells in tumors. However, the functional role and underlying mechanism of CD26 in CRC need to be further explored. 

In addition, one of the crucial steps for tumor progression and, consequently, metastasis, is the secretion of factors from tumor cells into the microenvironment which then act on the stromal cells to promote the growth of new blood vessels in the process known as angiogenesis [7]. During angiogenesis, new vessels emerge from existing endothelial-lined vessels to promote the degradation of the vascular basement membrane and remodel the extracellular matrix (ECM), followed by the migration and proliferation of endothelial cells and the generation of new matrix components [8]. Numerous studies have demonstrated the key participation of matrix metalloproteinases (MMPs) in the degradation of ECM components, tumor cell migration into the near tissue, as well as promoting tumor growth and spread through the capillary endothelium and neovascularization [9]. 

In this study, we showed that the knock-down of CD26 impaired CRC cell migration, invasion, angiogenesis and liver metastasis. Molecular study revealed that CD26 induced MMP1 level in CRC, possibly through its negative regulation on CAV1. These findings demonstrated the mechanism of CD26-induced CRC metastasis and might be an attractive target for the treatment of CRC.

## 2. Results

### 2.1. Transient CD26 Repression Impaired Epitheliasl–Messenchymal Transition (EMT) Pathway in CD26+ Colorectal Cancer (CRC) Cells

We firstly determined the proportion of CD26+ cells in a series of CRC cell lines by flow cytometry (Figure 1A). To investigate whether CD26 functionally induces CRC metastasis, we determined the level of E-cadherin, which is the hallmark of epithelial markers, in fluorescence-activated cell sorting (FACS)-sorted CD26+ and CD26− HCT116 cells. As shown in Figure 1B, the proportion and intensity of CD26 staining in CD26+ cells were higher than CD26− cells. In contrast, the staining of E-cadherin was lower in CD26+ cells when compared to CD26− cells, suggesting that the CD26+ cells were undergoing EMT process. In addition, when CD26 was repressed in CD26+ cells by transient transfection of CD26-siRNA (siCD26), the level of E-cadherin staining was induced. These results suggested that CD26 functionally induces EMT in CRC cells as reflected by reduced E-cadherin level.

### 2.2. CD26-Induced Colorectal Cancer (CRC) Migration and Invasion In Vitro

To further investigate the functional role of CD26 in CRC, its expression in CRC cell lines was induced or repressed, and the resultant effect on cell migration and invasion in vitro and metastasis in vivo was assessed. HT29 and HCT116 which have a relatively higher proportion of CD26+ cells (Figure 1A) were used for CD26 repression experiments by transient transfection of CD26-siRNA (siCD26). On the other hand, DLD1 and SW480 which have lower proportion of CD26+ cells were used for CD26 overexpression experiments by transfection of CD26 expression plasmids (CD26). The efficiencies of CD26 knock-down or overexpression were shown in Figure 1C. Wound healing experiments were initially performed to determine the effect of CD26 repression or overexpression on cell migration of HT29 and DLD1 cells, respectively. Figure 1D shows the wound closure after 24 and 48 h for HT29-siCD26 and HT29-control cells. The wound distance was larger in siCD26 cells at 24 and 48 h compared to control cells. On the other hand, the wound distance was smaller for CD26-overexpressed DLD1 cells at 24 and 48 h compared to vector control cells (Figure 1E).

We further compared the migratory and invasive ability of CD26-manipulated cells using the migration and invasion transwell assays, respectively. As shown in Figure 1F, transient CD26 repression by CD26-siRNA (siCD26) in HCT116 and HT29 cells led to a significant decrease in migration and invasion abilities. When compared to control cells, HCT116-siCD26 cells showed significant repressed migration (from 92.3% to 34.3%, *p* < 0.0001) and invasion potential (from 89.3% to 13.0%, *p* < 0.0001), whereas HT29-siCD26 cells also showed a significantly lower percentage of migrated (from 26.0% to 6.3%, *p* < 0.0001) and invaded cells (from 21.7% to 5.3%, *p* < 0.0001). On the other hand, overexpression of CD26 in DLD1 and SW480 cells significantly induced their migration and invasion abilities (Figure 1G). Comparing to vector control cells, DLD1-CD26 overexpressing cells showed induced migration (from 14.2% to 44.8%, *p* < 0.0001) and invasion abilities (from 12.3% to 40.8%, *p* < 0.0001), whereas SW480 cells also showed significant induction in percentage of migrated (from 18.2% to 78.2%, *p* < 0.0001) and invaded cells (from 9.3% to 66.8%, *p* < 0.0001).

### 2.3. CD26 Knock-Down Impaired Colorectal Cancer (CRC) Metastasis and Angiogenesis in Mouse Model

The effect of stable CD26 knock-down on in vivo metastatic potential of CRC cells was also investigated. CD26-repressed HT29 stable cells by CD26-shRNA (shCD26), and their respective control cells (scramble) were orthotopically implanted into the cecal wall of NOD-SCID mice. The development of primary tumor and liver metastasis was investigated after 1 month. All the mice developed primary tumor at cecum (Figure 2A). Visible nodules were observed in the liver of 5 out of 6 mice in the HT29-control group, suggesting the presence of liver metastasis, whereas only 1 out of 6 mice in the HT29-shCD26 group showed such nodule (Figure 2A). Figure 2B shows the level of CD26 in liver metastasis of scramble and shCD26 cells. The development of liver metastasis was confirmed by H&E and anti-human Ki67 staining (Figure 2B). These results revealed that the metastatic potential of CRC cells was significantly impaired by CD26 repression (Fisher’s exact test, *p* = 0.003).

Furthermore, to evaluate the effect of CD26 on angiogenesis in a CRC tumor, we measured the number of blood vessels in the primary tumor from the shCD26 group and the scramble control group. The total number of blood vessels was determined in H&E-stained sections in 8 random fields in high-power microscopic fields (×40) by counting vascular structures based on typical morphological appearance and the presence of the counted vascular lumen and intraluminal red blood cells (indicated by arrows). The number of blood vessels was significantly reduced in shCD26 group when compared to scramble control group (Figure 3A,B). In addition, the expression of VEGF which is an important signaling protein involved in both vasculogenesis and angiogenesis was also significantly reduced in the shCD26 group (Figure 3A,B). These results demonstrated that CD26 repression impaired angiogenesis in CRC.

### 2.4. Gene Expression Profiling Revealed Elevated MMP1 in CD26+ Cells

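HT29 is a human colorectal adenocarcinoma cell line, and its cells were sorted by FACS on CD26, a surface peptidase encoded by DPP4, with the brightest and the dimmest 5% of the cells collected as CD26+ and CD26− cells. DPP4 was the gate of the sort, so its level on the arrays checks the labels and is not a finding. Its brighter probe set, 203717_at (chromosome 2, 162848758 to 162930567), gave a signal of 1952 on CD26− replicate 1, 6465 on the array labelled CD26− replicate 2, 6649 on CD26+ replicate 1 and 2513 on CD26+ replicate 2. The other DPP4 probe set, 203716_s_at, gave signals of 203, 867, 516 and 549 on these arrays. In limma the log2 fold change of CD26+ over CD26− cells was 0.45 for 203717_at (standard error 0.98, adjusted p = 0.88), and it was −0.49 with each array centred on its median, −0.45 without CD26− replicate 1, 1.36 without the array labelled CD26− replicate 2 and 0.72 without CD26+ replicate 2. DPP4 was thus no lower on the array labelled CD26− replicate 2 than on CD26+ replicate 2, and any difference between the groups carries this limit of the labels.
Total RNA of 2 CD26+ and 2 CD26− samples was hybridised to Affymetrix human genome U133 Plus 2.0 arrays, with 1 array per sample. The sample labels call the 2 arrays of a group biological replicates, and the sources used here do not say what separates them, so p-values measure only the spread between these samples, which may be technical. The authors analysed the arrays with Genespring GX and Genomatix Genome Analyzer. How the probes were summarised and scaled, and the genome build of the coordinates, are not given in the sources used here. The deposited values are linear signals of 54675 probe sets, and their mean without the highest and lowest 2% of values was 500.07 on CD26− replicate 1, 500.06 on the array labelled CD26− replicate 2, 500.07 on CD26+ replicate 1 and 500.04 on CD26+ replicate 2. The median signal was 76.1, 96.7 and 79.1 on the first 3 of these arrays and 270.3 on CD26+ replicate 2.
CD26+ replicate 2 stood apart from the other arrays. Across probe sets, which are not independent replicates, its log2 values correlated with those of the other 3 arrays at a Pearson r of 0.303 to 0.333, while the other 3 arrays correlated with one another at 0.904 to 0.919. Its hybridisation controls, added to every array in a fixed amount, had a median signal of 79655, against 4689 to 6591 on the other arrays. It was kept in every comparison of the groups, except where a value is given without it.
Because the quartiles of the arrays differed, the signals were quantile normalized, 16 was added, and the log2 values of 54613 probe sets, all but 62 controls, were tested with limma, two-sided and with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of dim genes. Gene symbols and coordinates come from the authors' deposited table of 1 comparison, which gives exactly 1 symbol for 8414 of its 11430 probe sets, several for 222 and none for 2794. The log2 fold changes of that table equal the log2 ratio of the signals of CD26+ replicate 1 over CD26− replicate 1, with a largest difference of 1.2e-05, and the smallest fold in it is 2. The header of that table marks its CD26+ array with a 2, so which CD26+ array is which is not settled, and the names here follow the sample labels. Every gene named here was therefore already at least 2-fold apart between those 2 arrays. With 2 arrays in each group the number of arrays limits the precision, and an exact permutation test cannot give a p under 0.33.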

In order to identify the underlying molecular mechanisms associated with CD26-mediated tumor metastasis and angiogenesis, we performed genome-wide mRNA expression array to identify dysregulated genes between CD26+ and CD26− HT29 cells. A total of 7902 differentially expressed genes were identified, including 3255 upregulated genes and 4647 downregulated genes. 

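Among the named genes whose groups lay farthest apart relative to their spread, NRP1, a co-receptor for VEGF and semaphorins, had signals of 882 and 463 on the CD26− arrays and of 18.5 and 13.3 on the CD26+ arrays, a log2 fold change of −4.36 (standard error 0.94, adjusted p = 0.79 from limma). AKAP12, a scaffold protein that binds protein kinase A, gave 445 and 541 against 57.5 and 61.0 with its brightest probe set, and the opposite direction, 12.7 and 12.5 against 52.3 and 1440.2, with 1555395_at. Also lower in both CD26+ arrays were SPG7, a protease of the mitochondrial inner membrane, CTAGE5, DSEL and MGAT4A, with log2 fold changes between −3.75 and −3.29, although of the other SPG7 probe sets 230884_s_at gave −2.82 and 235325_at 1.33.
On the higher side, TFAP4, a helix-loop-helix transcription factor, had signals of 23.4 and 37.4 in CD26− cells and of 238 and 1693 in CD26+ cells, a log2 fold change of 3.75 (standard error 1.16, adjusted p = 0.79 from limma). ADH1C, an alcohol dehydrogenase, gave 18.0 and 24.0 against 174 and 830.3. HYAL1, a hyaluronidase, and the transcription factors HOXC13 and MITF had log2 fold changes of 3.65, 3.15 and 2.86, and BHMT, MINK1, HOMER2, ZNF615 and COX6B2 had values of 2.54 to 3.42. In all 10 of these genes each CD26− signal was at or below 52.8, under the median signal of its array. Without CD26+ replicate 2 the log2 fold changes of these 10 genes were 2.07 to 3.54, with TFAP4 at 2.37, HYAL1 at 2.35 and MINK1 at 2.19. Those of the 6 lower genes were −3.67 to −2.29. All these genes were picked from those at least 2-fold apart, after normalization, in all 4 pairs of a CD26+ and a CD26− array. Leaving out an array cannot bring them under that gap, so these values are no check of it. None of these higher or lower genes passed the test.
Of 54613 probe sets, limma called 0 at an adjusted p under 0.05, with a smallest adjusted p of 0.79. In data simulated with the spread observed for each probe set, the fit also called 0 of 66 changes of 4 on the log2 scale. The 0 calls thus do not show that no probe set differs. At an unadjusted p under 0.05 in limma there were 853 probe sets, 363 higher and 490 lower in CD26+ cells, where 2731 would arise with no difference at all. This balance turned with the values as deposited (392 higher, 298 lower), a pseudocount of 1 (603 and 494) and a trended and robust prior (583 and 523). It kept its side with arrays centred (337 and 738), a pseudocount of 64 (214 and 615), bright probe sets only (36 and 144) and a replicate block (1072 and 2326). The methods' t-test gave 1846 probe sets at its unadjusted threshold, 886 higher and 960 lower, and 0 after Benjamini-Hochberg adjustment. At gene level limma called 0 of 6603 genes, with 93 higher and 113 lower at an unadjusted p under 0.05. Without CD26+ replicate 1, which leaves CD26+ replicate 2 alone against both CD26− arrays, limma called 23137 probe sets and 3220 genes, and without CD26+ replicate 2 it called 0 of either.
Counted by size alone, 26033 probe sets were at least 2-fold apart in group means, 13381 higher and 12652 lower, and 11909 with the other 3 arrays normalized without CD26+ replicate 2. The split depended on the scaling, with 21204 higher and 8650 lower in the values as deposited and 10121 and 14879 with arrays centred. At least 2-fold the same way in all 4 pairs of a CD26+ and a CD26− array were 341 of 6603 named genes on the higher and 352 on the lower side. With 2 arrays against 2 chance separates the groups completely, by any gap, in a share of 0.33 of unselected genes. That share is no chance level for these counts. They require 2-fold gaps, among genes already chosen as 2-fold apart in 1 of the pairs. CD26+ replicate 1 and CD26− replicate 1 were at least 2-fold apart for 13075 probe sets, 6328 higher and 6747 lower, while the 2 CD26− arrays were that far apart from each other for 13239 and CD26+ replicate 1 and the array labelled CD26− replicate 2 for 14978, 7173 higher and 7805 lower. CD26+ replicate 2 was at least 2-fold apart from CD26− replicate 1 for 37474 probe sets and from CD26+ replicate 1 for 36916. The authors' deposited table lists 5767 probe sets as higher and 5663 as lower in CD26+ replicate 1 than in CD26− replicate 1. In the signals, 2075 of those higher and 3168 of those lower were also at least 2-fold apart in that direction from the array labelled CD26− replicate 2.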

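A gene's brightest probe set is here the one with the highest mean over all arrays. SOX2 is a transcription factor of pluripotent cells, CXCR4 the receptor of the chemokine CXCL12 and SNAI1 a repressor of E-cadherin. After normalization SOX2, CXCR4 and SNAI1 were higher on both CD26+ arrays than on both CD26− arrays with that probe set. SOX4, PROM1, CD44 and ZEB2 were not. The SOX2 probe set 213721_at (chromosome 3, 181429702 to 181431218) had signals of 39.9 on CD26− replicate 1 and 84.0 on the array labelled CD26− replicate 2, and of 175 and 751 on CD26+ replicates 1 and 2. This is a log2 fold change of 1.94 (standard error 0.89, adjusted p = 0.79 from limma). The other SOX2 probe set, 228038_at, had signals of 23.4 and 74.3 in CD26− cells and of 74.2 and 207 in CD26+ cells. CXCR4 (209201_x_at, chromosome 2, 136872298 to 136875655) had signals of 184 and 513 in CD26− cells and of 1139 and 1987 in CD26+ cells, a log2 fold change of 2.24 (standard error 0.94, adjusted p = 0.79 from limma). The CXCR4 probe set 211919_s_at gave 270.4 and 513 against 1143 and 1345, a log2 fold change of 1.64. But 217028_at gave 529 and 2919 against 10609 and 27.5, and with it in place of 209201_x_at the log2 fold change was −1.45. On every array but CD26+ replicate 2, 217028_at was brighter than 209201_x_at. The choice of 209201_x_at by its highest mean thus rests on CD26+ replicate 2, the array that stands apart.
SOX4, a transcription factor related to SOX2, had signals of 774 and 1534 in CD26− cells and of 1706 and 343 in CD26+ cells with 201418_s_at (chromosome 6, 21594419 to 21597212), a log2 fold change of −0.99 (standard error 1.26, adjusted p = 0.81 from limma; 0.56 without CD26+ replicate 2), and signals of 13.9 and 23.3 against 86.2 and 960.0 with 1567906_at, which the table places on the opposite strand. PROM1, which encodes CD133, a surface marker of colon cancer stem cells, had signals of 4425 on CD26− replicate 1, 17729 on the array labelled CD26− replicate 2, 10127 on CD26+ replicate 1 and 270.2 on CD26+ replicate 2 (204304_s_at, chromosome 4, 15969856 to 16077566), a log2 fold change of −2.97 (standard error 2.06), and of −0.05 without CD26+ replicate 2. CD44, a receptor for hyaluronan, had signals of 1374 and 1514 in CD26− cells and of 3017 and 1026 in CD26+ cells (204490_s_at, chromosome 11, 35160735 to 35251021), a log2 fold change of 0.30 (standard error 0.89). Its log2 fold change was −0.88 as the mean of its 4 probe sets and −0.41 with each array centred on its median.
Among the EMT genes, ZEB2, another repressor of E-cadherin, had signals of 31.4 and 56.0 in CD26− cells and of 75.04 and 155 in CD26+ cells (233031_at, chromosome 2, 145270715 to 145271360), a log2 fold change of 0.39 (standard error 0.83). Normalized, its log2 values were 6.24 and 6.56 against 7.13 and 6.45. SNAI1 had signals of 17.3 and 54.9 against 59.7 and 754 (219480_at, chromosome 20, 48599536 to 48605418), a log2 fold change of 1.94 (standard error 1.11). ZEB2 and SNAI1 lay below the median signal of the array on CD26− replicate 1, the array labelled CD26− replicate 2 and CD26+ replicate 1. Without CD26+ replicate 2 the log2 fold change was 1.35 for SOX2, 1.57 for CXCR4, 0.97 for CD44, 0.73 for ZEB2 and 0.72 for SNAI1. None of the 7 genes passed limma, over all probe sets or adjusted over the list alone, and none had an unadjusted p under 0.05.
CD26+ replicate 1 was above CD26− replicate 1 for each of the 7 genes, from 2.20-fold for CD44 to 6.19-fold for CXCR4, where a gap of at least 2-fold, in either direction, is what a place in the authors' deposited table requires. Against the array labelled CD26− replicate 2 the same array gave ratios from 0.571 for PROM1 to 2.22 for CXCR4, with SOX2 at 2.08, CD44 at 1.99, ZEB2 at 1.34, SOX4 at 1.11 and SNAI1 at 1.09.

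**Figure D1:**
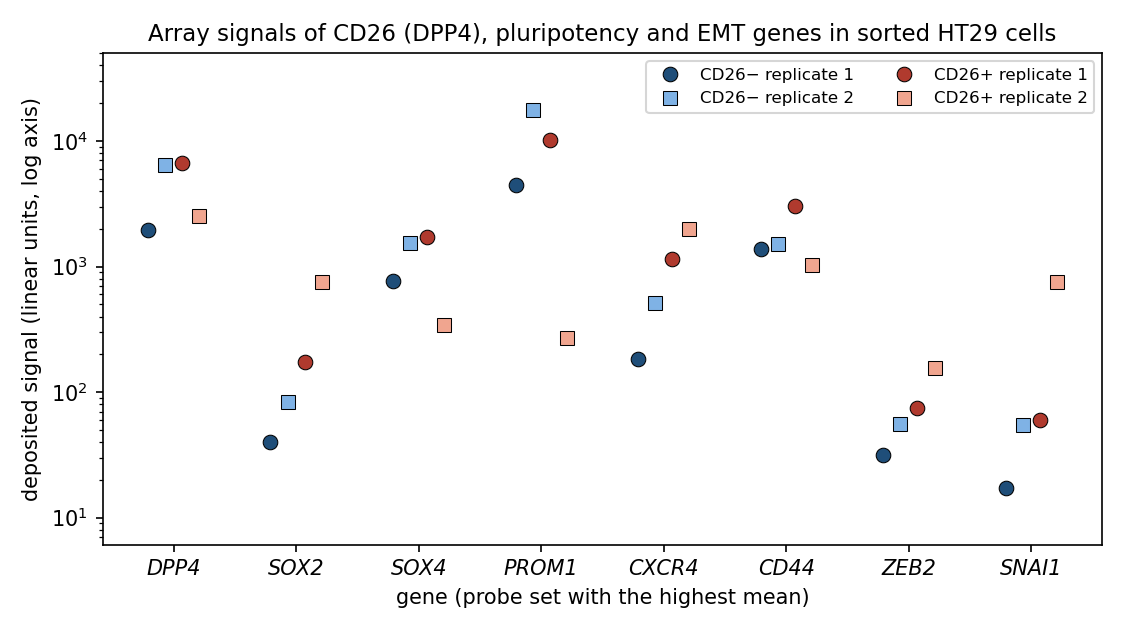
Deposited signals (linear units, log axis) of the brightest probe set of DPP4, SOX2, SOX4, PROM1, CXCR4, CD44, ZEB2 and SNAI1, with 1 point per array and the shape and colour giving the group and replicate. Both CD26+ arrays lie above both CD26− arrays for SOX2, CXCR4, ZEB2 and SNAI1, while CD26+ replicate 2 lies lowest for SOX4, PROM1 and CD44. The signals are not normalized, and the median signal was 270.3 on CD26+ replicate 2 and 76.1 to 96.7 on the other arrays. After normalization ZEB2 was lower on CD26+ replicate 2 than on the array labelled CD26− replicate 2.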

As shown in Table S1, certain genes related to pluripotency including *SOX2, SOX4, CD133, CXCR4* and *CD44* [10]; and genes associated with epithelial to mesenchymal transition (EMT) such as *ZEB2* and *SNAI1* were upregulated. These preliminary findings reaffirmed the association of CD26+ CRC cells with stem cell properties and activation of EMT process.

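Genes of epithelial junctions and keratins were lower in CD26+ cells as a set by camera with a preset correlation of 0.01 (adjusted p = 0.000318). The call was lost with an estimated correlation (adjusted p = 0.883 with an estimated correlation) and was not made by fry (adjusted p = 0.802). Of 30 epithelial genes fixed before the deposited data were examined, but after part of Table S1 had been read, 10 have a named probe set. These are named only because CD26+ replicate 1 and CD26− replicate 1 lay at least 2-fold apart, with 8 lower and 2 higher. Both arrays also enter the set test, so its p-value partly restates that selection. After normalization, with 16 added, CD26+ replicate 1 had 6 of the 10 at least 2-fold below both CD26− arrays and 1, RAB25, at least 2-fold above both, and members of the other lists are counted on the same scale. Among all 6603 named genes, 666 were that far below both and 850 above both. KRT20, a keratin of differentiated intestinal epithelium, had signals of 10260 on CD26− replicate 1 and 32152 on the array labelled CD26− replicate 2, against 3655 and 36.3 in CD26+ cells, a log2 fold change of −5.87 and of −2.46 without CD26+ replicate 2. MARVELD3, a tight junction protein, gave 930.3 and 1157 against 247 and 155. The median log2 fold change of the list was −2.25, and its median difference of CD26+ replicate 1 from the mean of the CD26− arrays was −1.65. That of CD26+ replicate 2 from CD26+ replicate 1 was −3.26, beside −3.93 for oxidative phosphorylation genes, −3.01 for integrins and 2.38 for fibroblast markers. The brightest probe sets of the other arrays lay at a median percentile of 89.8 on CD26+ replicate 2, against 99.0 to 99.1 on those arrays. Camera's background was not matched for signal. The part of the shift from CD26+ replicate 2 thus cannot be told apart from this fall of bright probe sets.
Of 30 mesenchymal and EMT genes, 13 are named. On that scale CD26+ replicate 1 was at least 2-fold below both CD26− arrays for ZEB1, S100A4, TGFBI and AXL, and at least 2-fold above both for 0 genes. AXL, a receptor tyrosine kinase, had signals of 803 and 849 in CD26− cells and of 134 and 109 in CD26+ cells, a log2 fold change of −2.83 (standard error 0.97, adjusted p = 0.79 from limma). S100A4, a calcium-binding protein, gave 46930.1 and 23215 against 11498 and 5356, and TGFBI, a secreted matrix protein induced by TGF-β, 3625 and 7891 against 1307 and 48.9. The list's median log2 fold change was 0.39, its mean was −0.24 and camera placed it on the lower side (adjusted p = 0.828). The authors' deposited table lists 7 of the 13 as higher and 6 as lower. The list's median difference of CD26+ replicate 1 from the mean of the CD26− arrays was 0.53.
Of 27 genes of colon stem cells and WNT targets, 13 are named, and ASCL2 and DKK1 were at least 2-fold above both CD26− arrays in CD26+ replicate 1, with 0 genes below both. EPHB2 and EPHB3, ephrin receptors of intestinal crypt cells, had signals of 108 and 165 and of 470.4 and 865 in CD26− cells, against 268 and 907 and 1027 and 2131 in CD26+ cells. AXIN2, a WNT target, gave 3563 and 2847 against 1637 and 438. The list's median log2 fold change was −0.17 (camera adjusted p = 0.828), its median difference of CD26+ replicate 1 from the mean of the CD26− arrays was 0.56, and that of CD26+ replicate 2 from CD26+ replicate 1 was −1.33. Of 15 core pluripotency genes only 3 are named, with SOX2 above both CD26− arrays and a camera adjusted p of 0.476. The paper's own 5 pluripotency genes had a median log2 fold change of 0.30 (camera adjusted p = 0.785) and its 2 EMT genes, too few for camera, one of 1.17. These last genes were picked by the study from the same arrays and are not independent evidence of a direction.
In the deposited signals 7 epithelial, 6 mesenchymal and 1 of the stem cell and WNT genes were at least 2-fold below both CD26− arrays in CD26+ replicate 1, and 1, 0 and 2 above both. In each of these lists 0 members passed limma over all genes, and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there were 3 epithelial, 3 mesenchymal and 0 stem cell or pluripotency members. The paper calls its findings on the upregulated genes in Table S1 preliminary, and takes them to reaffirm a link of CD26+ cells to stem cell properties and EMT. For EMT it also reports lower E-cadherin staining in sorted CD26+ HCT116 cells, which rose when CD26 was repressed.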

Notably, we found consistent upregulation of *MMP1* in CD26+ HT29 cells (Table S1). 

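Matrix metalloproteinases differed in direction among themselves in CD26+ HT29 cells. MMP7, an epithelial metalloproteinase also called matrilysin, had signals of 26109 on CD26− replicate 1 and 8650.4 on the array labelled CD26− replicate 2, against 3641 and 156 in CD26+ cells, a log2 fold change of −4.98 (standard error 1.85, adjusted p = 0.79 from limma) and of −2.39 without CD26+ replicate 2. MMP28, also called epilysin, had signals of 39.9 and 21.2 in CD26− cells and of 103 and 1845 in CD26+ cells, a log2 fold change of 3.36 (standard error 1.43, adjusted p = 0.79 from limma) and of 1.43 without CD26+ replicate 2. The membrane-bound MMP24 gave 20.0 and 17.9 against 87.7 and 351.3, and MMP17, anchored to the membrane by a lipid, 18.8 and 76.9 against 54.3 and 1820.3, a log2 fold change of 2.67 and of 0.37 without CD26+ replicate 2.
Of 23 metalloproteinase genes, 11 are named by the table used here, 4 listed as higher and 7 as lower in the authors' deposited table. After normalization, with 16 added, MMP24 and MMP28 were at least 2-fold above both CD26− arrays in CD26+ replicate 1, MMP7 was at least 2-fold below both, and the remaining 8 did neither, while in the deposited signals 3 were above and 4 below both. None passed limma over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. The median log2 fold change of the list was 1.18 (camera adjusted p = 0.285). Its normalized values on CD26+ replicate 1 alone had a median difference of −0.39 on the log2 scale from the mean of the CD26− arrays.
Of 11 genes of metalloproteinase inhibitors and the plasminogen system, SERPINE2 and TIMP4 are named. SERPINE2, a protease inhibitor, gave 3736 and 2932 in CD26− cells against 679 and 1045 in CD26+ cells, and TIMP4 gave 77.6 and 145 against 157 and 622. MMP1 is not analysed here, because no probe set in the table used carries its symbol alone. Entries with several symbols were not searched for it. That table is the authors' deposited comparison of CD26+ replicate 1 with CD26− replicate 1. It leaves out 10246 probe sets at least 2-fold apart in that pair, so absence from it does not show that MMP1 was unchanged. The paper reports MMP1 as upregulated in its Table S1, of which 565 of 11431 lines were read here. The part read also compares 1 CD26+ with 1 CD26− array. The deposited table lists 11430 probe sets, so the tables may hold the same comparison, which was not tested.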

MMP-1 is a collagenase that degrades ECM, specifically targeting type I, II and III collagens, the major components of the interstitial stroma, and is required for angiogenesis [11]. In CRC, MMP-1 expression correlates with the level of invasion, lymph node involvement, metastasis and poor prognosis [12,13]. To confirm the association between CD26 and MMP1, we performed qPCR to determine the level of *MMP1* in CD26+ and CD26− HCT116 and HT29 cells. As shown in Figure 4A, the level of *MMP1* in CD26+ cells was 6- and 14.7-fold higher than in CD26− cells for HT29 and HCT116, respectively.

We further analyzed whether *CD26* was associated with *MMP1* in CRC specimens (Figure 4B). Expression level of *CD26* and *MMP1* in CRC specimens from TCGA was analyzed at GEPIA (http://gepia2.cancer-pku.cn/#index (accessed on 23 November 2021)), which showed that *CD26* was positively correlated with *MMP1* level in colon and rectum cancer (R = 0.18, *p* = 0.00067).

The positive association between *CD26* and *MMP1* suggests that MMP1 is involved in CD26-induced tumor progression effects in CRC cells.

### 2.5. CD26 Functionally Regulated MMP1 Expression through CAV1

To investigate whether CD26 functionally induced *MMP1* level in CRC cells, we perform qPCR to determine the level of *MMP1* in shCD26 and scramble control of HT29 and HCT116 cells. MMP1 was significantly reduced following CD26 repression, which was ~0.02- and ~0.28-fold when compared to scramble control for HT29 and HCT116 cells, respectively (Figure 4C). In addition, we studied the effect of CD26 on MMP1 by determining the *MMP1* level in DLD1 and SW480 CD26-overexpressed and vector control cells. Following CD26 overexpression, the level of *MMP1* was ~3.4- and ~3.1-fold induced when compared to vector control for DLD1 and SW480 cells, respectively (Figure 4D).

CAV1 has been reported to negatively regulate the expression of MMP1 [14]. 

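In HT29 cells CAV1, which encodes the coat protein of caveolae, was lower on CD26+ replicate 1 than on CD26− replicate 1 but higher than on the array labelled CD26− replicate 2. Its brighter probe set, 212097_at (chromosome 7, 116199521 to 116201233), had a signal of 1889 on CD26− replicate 1, 363 on the array labelled CD26− replicate 2, 758 on CD26+ replicate 1 and 634 on CD26+ replicate 2. CD26− replicate 1 was thus 2.49-fold above CD26+ replicate 1 and 5.21-fold above the other CD26− array, while CD26+ replicate 1 was 2.09-fold above the array labelled CD26− replicate 2. The log2 fold change was −0.46 (standard error 1.05, adjusted p = 0.89 from limma), smaller than its standard error, and it was 0.60 without CD26− replicate 1, −1.52 without the array labelled CD26− replicate 2 and −0.05 without CD26+ replicate 2. The other probe set, 203065_s_at (116165091 to 116199607), gave 1016 and 230.3 in CD26− cells and 358 and 192 in CD26+ cells, a log2 fold change of −1.29 (standard error 1.17, adjusted p = 0.79 from limma).
Of 10 caveolae genes 4 are named, and after normalization, with 16 added, CD26+ replicate 1 was at least 2-fold above or below both CD26− arrays for 0 of them. CAV2, a partner of CAV1 in the caveolar coat, had signals of 3241 and 1595 in CD26− cells and of 1507 and 28.7 in CD26+ cells, a log2 fold change of −3.42 and of −0.52 without CD26+ replicate 2. PTRF, now named CAVIN1, gave 3294 and 515 against 1540 and 265, and SDPR, another cavin, 31.4 and 48.5 against 15.6 and 33.5, so in the deposited signals SDPR on CD26+ replicate 1 was at least 2-fold below both. The list had a median log2 fold change of −1.29 (camera adjusted p = 0.216), while its median difference of CD26+ replicate 1 from the mean of the CD26− arrays was −0.29 and that of CD26+ replicate 2 from CD26+ replicate 1 was −2.09. Limma passed 0 of these genes over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. HCT116 cells are not analysed here.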

Our mRNA expression array demonstrated lower *CAV1* level in FACS-sorted CD26+ HT29 and HCT116 cells when compared to the CD26− counterparts (Table S1). In addition, our qPCR results showed that *CAV1* was up-regulated in the HT29-shCD26 cells when compared to the scramble control cells (Figure 5A), indicating that CD26 functionally repressed the level of *CAV1*. Hence, we hypothesized CD26 regulated MMP1 level via CAV1. In line with our hypothesis, transient overexpression of CAV1 in DLD1 stable CD26 cells abrogated the *MMP1* induction effect by CD26 overexpression (Figure 5B).

These findings demonstrated that CD26 induced the expression of MMP1 through repressing CAV1.

## 3. Discussion

Colorectal cancer (CRC) is one of the most common malignancies and leading causes of cancer death in the world [1]. Approximately 50% of patients with CRC develop metastasis and hence the prognosis is poor [2]. Therefore, understanding the biological mechanism of CRC metastasis is important for developing new therapeutic approach to treat CRC patients. Recent evidence demonstrated in several types of cancer that cancer stem cells (CSCs) are a subpopulation of cells within the tumor bulk needed for cancer initiation and progression and possess the chemoresistant property [15,16,17,18,19]. Our team previously demonstrated that a subpopulation of CD26+ cells was associated with the development of distant metastasis in colorectal cancer through binding to extracellular matrix components such as fibronectin and collagen, and regulating the expression of EMT markers [3]. Following the identification of CD26+ CSCs in CRC, we and the others subsequently showed that high CD26 expression in CRC specimens is associated with higher TNM staging, development of metastasis and is a predictor of poor prognosis after resection of CRC [4,5,6]. These results consistently supported the poor prognosis associated with presence of CD26+ cells in tumors. Yet, the functional significance of CD26 in CRC metastasis is unexplored. Hence, this study aims to investigate the functional role of CD26 and the underlying mechanism in CRC metastasis.

Our results showed that in addition to the biomarker role of CD26+ in CSC stratification and prognosis for post-operative CRC patients, CD26 indeed functionally induces the metastatic potential of CRC cells. Our in vitro experiments demonstrated that transient overexpression of CD26 in CRC cell lines induced their migration and invasion abilities, whereas transient repression of CD26 resulted in the decreased mobility, migratory and invasion potentials of CRC cells. Moreover, the in vivo ability of HT29 cells to regulate angiogeneis and liver metastasis was drastically impaired when CD26 was stably repressed. These findings suggested that CD26 is an attractive therapeutic target for combating tumor progression. Actually, CD26 inhibitor, also known as DPP4 inhibitor or gliptin, are a class of oral hypoglycemic drugs that antagonize the enzyme DPP4 and are approved to treat diabetes mellitus type 2 (DM-II). We and others recently reported that CRC patients with concurrent DM-II demonstrated better prognosis when treated with CD26 inhibitors [20,21,22]. Further research on CD26 and its inhibitors is warranted to provide further support for targeting CD26 in CRC treatment.

This study showed for the first time the association of CD26+ cells with tumor angiogenesis and its regulatory effect on *MMP1* expression. MMP-1 is widely reported to dissolve ECM, and subsequently initiate and promote angiogenesis [23]. One of the reported mechanism is MMP1 induces the expression of the vascular endothelial growth factor receptor 2 (VEGFR2) and endothelial cell proliferation, stimulates serine/threonine protein kinase MARK2 and activates the transcription factor NF-κB and hence vascular remodeling and angiogenesis [24]. In another study, inhibition of MMP1 by chemical inhibitor or neutralizing antibodies impaired angiogenesis, primary tumor growth and lung metastasis in murine C26 colon adenocarcinoma [25]. These findings strongly support a role of MMP-1 in promoting tumor progression through the angiogenic processes. Our study showed that *CD26* was positively associated with *MMP1* expression in CRC cell line and clinical CRC samples, and our cell-line experiments demonstrated that CD26 functionally regulated the level of *MMP1*. We believe that MMP1 is involved in CD26-regulated angiogenesis and metastasis.

Our data further suggested that CD26 regulated *MMP1* through *CAV1*. CAV1 is an essential constituent protein of specialized membrane invaginations, referred to as caveolae. Loss of CAV1 was frequently observed in various types of malignancies including colon cancer [26], in which CAV-1 silencing results in activation of multiple survival signals including Src, EGFR, HER2, and the mitogen-activated protein kinase cascade and promotion of cancer transformation and initiation [27]. We showed that the *CAV1* level was lower in CD26+ HT29 cells, and its protein expression was negatively regulated by CD26 in CRC cell lines. More importantly, overexpression of CAV1 in shCD26 cells abrogated the MMP1 induction effect by CD26 overexpression, suggesting that CAV1 is essential for CD26-dependent regulation of *MMP1*.

This study demonstrated the functional roles of CD26 in inducing CRC migration, invasion, angiogenesis and metastasis and identified the potential involvement of *MMP1* and *CAV1* in such a process. CD26 is an attractive therapeutic target for combating tumor progression to improve the prognosis of CRC patients.

## 4. Materials and Methods

### 4.1. Cell Lines, Culture Conditions and Reagents

The human colorectal cancer cell lines HCT116 (MSI, Duke stage C, highly metastatic), HT29 (MSS, Duke stage C, metastatic), SW480 (MSS, Duke stage B, metastatic) and DLD1 (MSI, Duke stage C, weakly metastatic) were purchased from American Type Culture Collection (ATCC, Manassas, VA, USA). HCT116, HT29 and SW480 were routinely maintained in Dulbecco’s Modified Eagle’s Medium (Invitrogen, Carlsbad, CA, USA) supplemented with 10% FBS and 1% PS (Invitrogen). DLD1 was routinely maintained in Roswell Park Memorial Institute medium 1640 (Invitrogen) supplemented with 10% FBS and 1% PS (Invitrogen). Cells were incubated at 37 °C in a 5% CO_2_ air-humidified atmosphere. 

These cell lines were chosen due to the highest or lowest CD26+ proportion (Figure 1A). 

### 4.2. Fluorescence-Activated Cell Sorting (FACS)

One million CRC cells were washed once with 1× phosphate buffered saline (PBS).

Following centrifugation, cells were resuspended in 100 µL 1× staining buffer. Cells were stained by incubation with 5 µL CD26-PE/Cy5 antibody (1:20, Cat# 302708, Biolegend, Montgomery, TX, USA) for 15 min at room temperature according to the manufacturer’s recommendation. Samples were washed three times followed by resuspension in 500 µL 1× staining buffer (DMEM containing 2 mM EDTA) followed by flow cytometry analysis. Cells stained with non-specific antibodies (Cat# 400218, Biolegend) served as the isotypic control. Flow cytometry analysis was performed by the FACSCalibur flow cytometer and data were analyzed using the Flowjo software. For cell sorting experiment, after resuspension in staining buffer, cells were loaded into a cell sorter for isolation of cell subpopulations by the FACSAriaI cell sorter and data were analyzed using the Flowjo software. To increase stringency, only cells with the top and lowest 5% expression of cell surface molecule were gated for FACS.

### 4.3. Immunofluorescent Assay

HCT116 cells which showed the high CD26+ proportion were attached to the slides by the cytospin, then fixed with 4% formaldehyde for 15 min at room temperature. The fixed cells were washed with PBS three times, blocked in the blocking buffer (1× PBS/5% normal rabbit serum/0.3% Triton™ X-100 buffer) for 60 min, followed by overnight incubation with the primary antibodies against CD26 (Cat# ab28340, Abcam) or E-cadherin (Cat# 3915, Cell Signaling Technology, Danvers, MA, USA) at 4 °C. After washing with PBS, the specimen was incubated with fluorochrome-conjugated secondary antibody (1:1000, Cat# 4413, Cell Signaling Technology; Cat# A48254, ThermoFisher, Waltham, MA, USA) for 2 h at room temperature. Finally, the specimen was mounted with Prolong Gold Antifade Reagent (Invitrogen). Fluorescent signal was detected and captured by the confocal microscope (Carl Zeiss LSM 710, Oberkochen, Germany).

### 4.4. Transient and Stable Transfection

*CD26* expression was transiently down-regulated using predesigned siRNA duplex directly against *CD26* (Invitrogen) (sense: 5′-AAA GAU UCC UUC CUC CUG GCA-UUCC-3′ and anti-sense 5′-GGA AUG CCA GGA GGA AGG AAU CUU U-3′). A non-targeting siRNA (Invitrogen) was used as a negative control. Colorectal cancer cells were transfected with the annealed siRNA for 24 to 72 h using Lipofectamine 2000 (Invitrogen). pRS retroviral vector with customized sequence, the same as above, against *CD26* molecule was synthesized from Origene (Rockville, MD, USA). pRS retroviral vector with non-effective 29-mer scramble sequence was used as a control. Procedures for viral packaging, precipitation and stable transfection were previously mentioned.

### 4.5. Wound Healing Assay

CRC cells were cultured to 100% confluence in the 6-well culture plate. On the day of the assay, a wound across the well was created by a sterile yellow pipet tip. Cells were rinsed gently with PBS followed by replacement with completed media. Pictures were taken using phase-contrast light microscope at 0 h, 24 h and 48 h. All experiments were performed in triplicate.

### 4.6. Migration and Invasion Assay

For migration assays, 5 × 10^4^ to 1 × 10^5^ colorectal cancer cells were seeded onto the top chamber with non-coated membrane (BD Labware, San Diego, CA, USA). For invasion assays, 1 × 10^5^ colorectal cancer cells were plated in the top chamber with Matrigel-coated membrane (BD Biosciences, San Diego, CA, USA). For both assays, cells were resuspended in 250 μL of DMEM with 1% FBS and placed in the upper chamber, and DMEM with 10% FBS was used as a chemo-attractant in the lower chamber. Cells were incubated for 24 h at 37 °C in a 5% CO_2_ air-humidified atmosphere. Cells that did not migrate or invade through the pores of the upper chamber were removed by a cotton swab. Cells attached on the surface of the lower chamber were stained with 0.1% crystal violet before counted. For counting, each membrane was equally divided into 12 sections. Number of cells in 5 random sections were counted to determine the total number of cells migrated or invaded. Percentage of cells migrated or invaded was calculated as (No. of cells migrated/invaded ÷ total no. of cells seeded) × 100%. Each experiment was performed in duplicate, and results were presented as the mean ± SD of three independent experiments.

### 4.7. Animal Studies

The study protocol for performing in vivo assays in mice was described previously [28]. HT29 shCD26 or scramble control cells were subcutaneously injected into flank regions of nude mice and tumors were allowed to grow for 1 month, then the subcutaneous tumors were excised, cut into 1 mm^3^ pieces and orthotopically implanted onto the cecal wall of NOD/SICD mice. After 2 months the mice were euthanized. The primary tumors and livers were excised, fixed in formalin and then embedded in paraffin for further H&E and IHC staining to determine the presence of metastasis. The protocol is approved by and conducted in the accordance with the Committee of the Use of Live Animals in Teaching and Research at the University of Hong Kong.

### 4.8. Expression Array Analysis

Gene expression profiles of FACS-sorted CD26+ and CD26− subpopulation of HT29 cells were investigated using the Affymetrix human genome U133 Plus 2.0 GeneChip (Affymetrix, Waltham, MA, USA). Experiments were carried out at the Centre for Genomic Sciences of Faculty of Medicine, the University of Hong Kong. Data generated was analyzed using Genespring GX (Affymetrix) and Genomatix Genome Analyzer (Genomatix, Munich, Germany). Differentially expressed genes between HT29 CD26+ and CD26− cells were identified. Array data were deposited at the Gene Expression Omnibus (GEO accession no.: GSE192909).

### 4.9. RNA Extraction, cDNA Synthesis and Quantitative PCR

Total cellular RNA was extracted using PureLink^®^ RNA Mini Kit (Ambion, Waltham, MA, USA), and cDNA was synthesized with the PrimeScript Reverse Transcriptase (Takara, Shiga, Japan) according to the manufacturers’ instructions. Quantitative PCR (qPCR) was performed using the ABI 7900 Fast Sequence Detection Instruments (Applied Biosystems, Waltham, MA, USA). The expression of GAPDH was used to normalize that of the target genes. The 2^−ΔΔCt^ method was used to determine the relative fold differences among samples. Primers used for qPCR analysis were ordered from Integrated DNA Technologies (IDT, Singapore 117610, Republic of Singapore). Sequences of the primers are mentioned as below: *CD26*, Forward 5′-ATG GAC GGG GAA AGA AGA TA-3′, Reverse 5′-TTT ACA GTT GGA TTC ACA GCT C-3; *MMP1*, Forward 5′-ATG AAG CAG CCC AGA TGT GGA G-3′, Reverse 5′-TGG TCC ACA TCT GCT CTT GGC A-3; *CAV-1*, Forward 5′- CCA AGG AGA TCG ACC TGG TCA A-3′, Reverse 5′- GCC GTC AAA ACT GTG TGT CCC T-3; GAPDH, Forward 5′- GTC TCC TCT GAC TTC AAC AGC G-3′, Reverse 5′- ACC ACC CTG TTG CTG TAG CCA A-3.

### 4.10. Immunohistochemistry Staining

Mouse tissue samples were fixed in formalin, embedded in paraffin, cut into 5μm-thick sections by microtome, and mounted onto the slides coated with 3-aminopropryltriethoxysilance in acetone. Paraffin was removed by washing the sections three times in xylene and rehydration was achieved by washing the sections in serial dilutions of ethanol. Antigen retrieval was performed by microwave treatment for 10 min at 95 °C in citrate buffer. Biotin blocking kit was used for inhibiting the endogenous peroxidase and biotin activities. Afterwards, sections were blocked with horse serum for 30 min followed by incubating with the primary antibodies against CD26 (1:100, Cat#28340, Abcam, Cambridge, United Kingdom), Ki67 (1:100, Cat# M7240, Dako, Carpinteria, CA, USA) or VEGF (1:50, Cat# M7273, Dako) overnight at 4 °C in a moist chamber. The slides were then rinsed with TBS-T and TBS, followed by probing with biotinylated secondary antibody for an hour. Slides were then subsequently rinsed with TBS-T and TBS, and probed with avidin-horseradish peroxidase (Dako) for an hour. Signal was visualized by using DAB substrate-chromogen system. Lastly, nucleus was counterstained with hematoxylin and sections were mounted in DPX mountant. IHC scores were based upon the products of percentage positive cells multiplied by stain intensity (0 = negative, 1 = weak, 2 = moderate, 3 = strong) in three different high-power fields (400×) for each tumor section. To evaluate the immunostaining intensity, each slide was examined on a microscope. Representative 400× magnification fields of at least 100 tumor cells were selected and photographed.

Investigation of angiogenesis was based on H&E staining in accordance with protocol described in a previous study [29] and VEGF staining. The total number of blood vessels was determined in H&E-stained sections in high-power microscopic fields (×40) by counting vascular structures based on typical morphological appearance and the presence of the counted vascular lumen and intraluminal red blood cells. All visible blood vessels were counted in 8 random fields.

### 4.11. Statistical Analyses

Differences between groups were analyzed using the Student’s *t*-test or fisher exact test. All statistical graphs analyses were conducted were generated using GraphPad Prism 5.0, SPSS Statistics 20.0 or SigmaPlot 10.0. A *p*-value < 0.05 was regarded as statistically significant. 

## Figures and Tables

**Figure 1:**
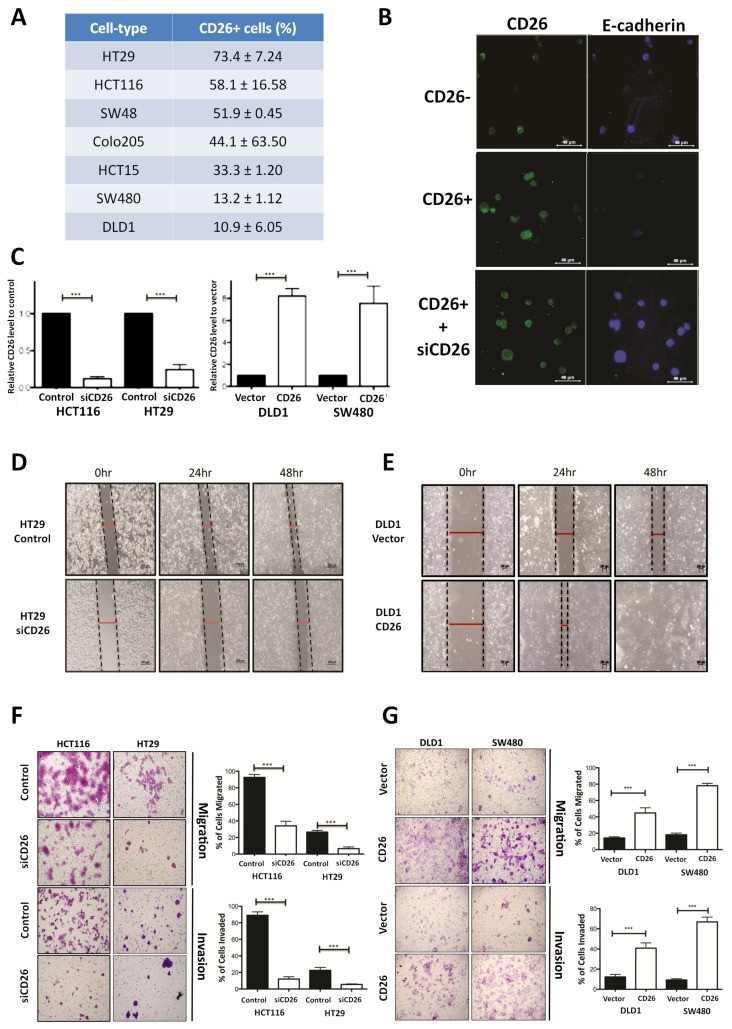
CD26 functionally induces cell migration and invasion in colorectal cancer (CRC) cells. (**A**) Percentage of CD26+ cells in different CRC cell lines. (**B**) Immunofluorensce showing level of CD26 (green) and E-cadherin (blue) in HCT116 fluorescence-activated cell sorting (FACS)-sorted CD26-, CD26+ and CD26+ cells with CD26-siRNA (siCD26) transfected. CD26+ cells showed lower E-cadherin in comparison to CD26− cells, indicating induced EMT in CD26+ cells, whereas such effect was abrogated by transient repression of CD26 by siRNA (siCD26). The scale bars correspond to 40 µm. (**C**) Relative CD26 level in (left) CD26-siRNA transfected HCT116 and HT29 cells when compared to control transfected cells and (right) CD26 overexpressed DLD1 and SW480 cells when compared to vector control cells. (**D**) HT29 cells with transient CD26 knock-down by siRNA (siCD26) showed decreased wound-healing ability compared to siRNA-control transfected cells (control). The scale bars correspond to 200 µm. (**E**) DLD1 cells with transient CD26 overexpression (CD26) showed increased wound-healing ability compared to vector control (vector). (**F**) HCT116 and HT29 cells with transient CD26 knock-down by siRNA (siCD26) showed decreased migration and invasion ability compared to control-treated cells (control). The scale bars correspond to 200 µm. (**G**) DLD1 and SW480 cells with transient CD26 overexpression (CD26) showed increased migration and invasion ability compared to vector control (vector). *** denotes *p* < 0.0001.

**Figure 2:**
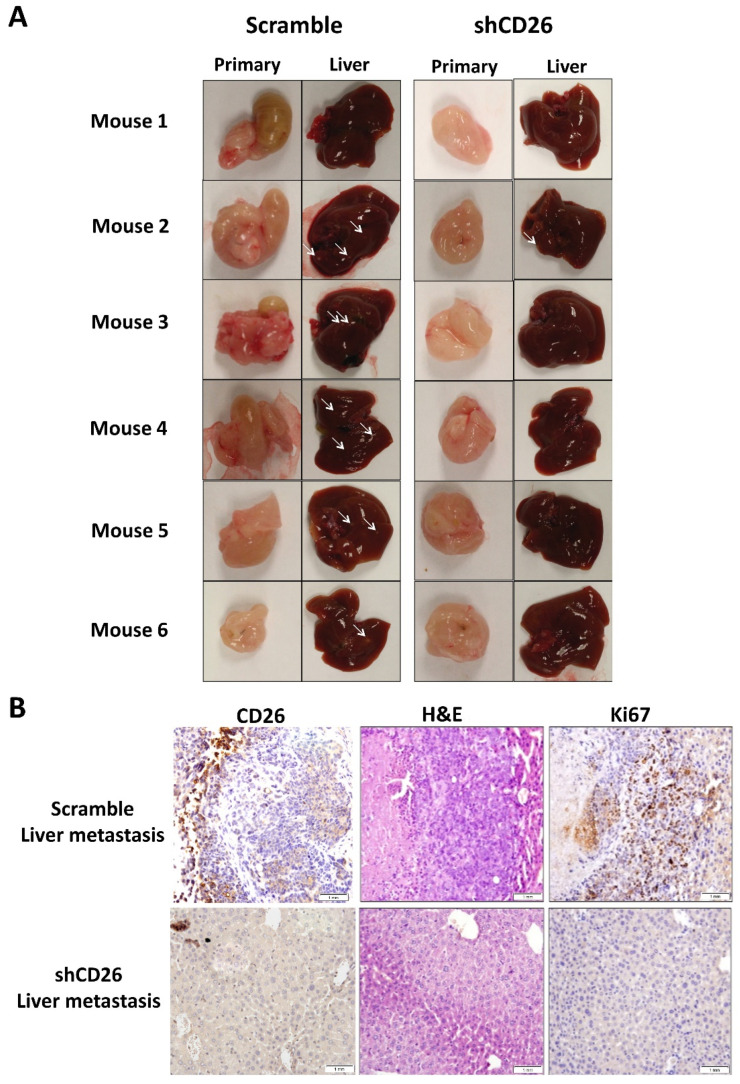
CD26 knock-down impairs CRC metastasis in mouse model. (**A**) HT29 cells with CD26 stably knock-down by retroviral-based method (shCD26) showed reduced ability to form metastatic liver nodules in immunodeficient mice when compared with the scramble group. White arrows indicate a potential tumor nodule on the liver. (**B**) Representative picture showing CD26 (**left**) level in liver metastasis of shCD26 and scramble groups. H&E (**middle**) and anti-human Ki67 (**right**) staining confirmed presence of liver metastasis. The scale bars correspond to 1 mm.

**Figure 3:**
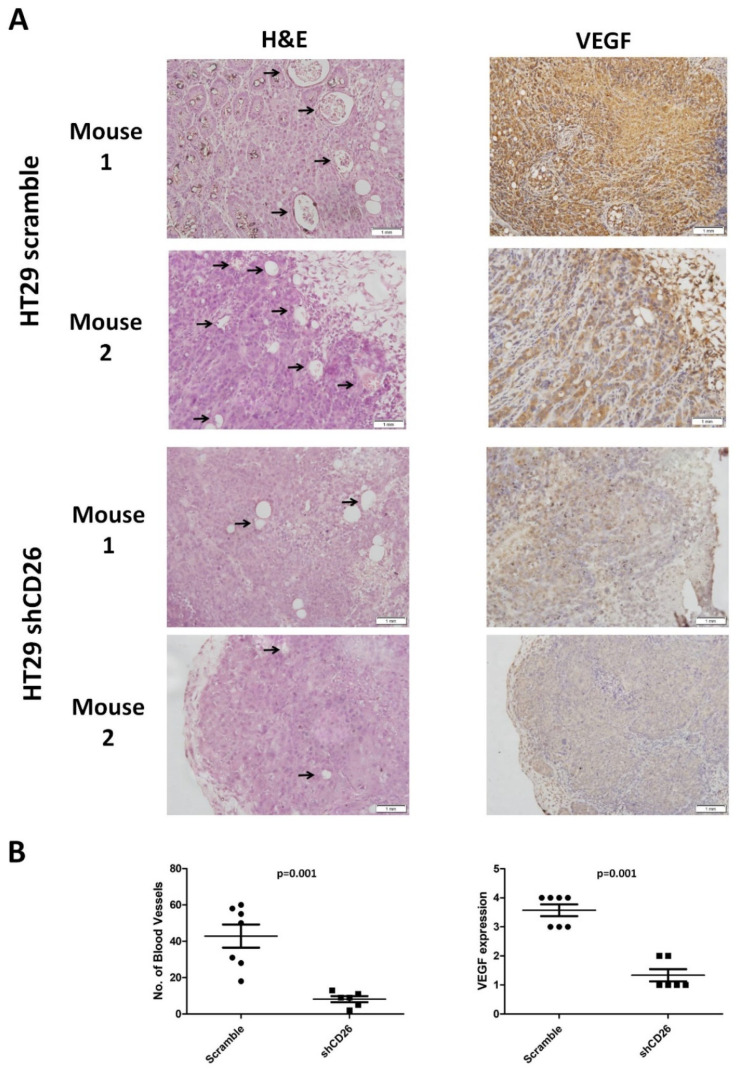
CD26 knock-down impairs CRC angiogenesis in mouse model. (**A**) Two representative photographs from scramble control and shCD26 group showing the blood vessels (indicated by arrows) formed in hematoxylin and eosin (H&E)-stained sections of primary tumor (**left**) and the expression of VEGF which is an important signaling protein involved in both vasculogenesis and angiogenesis (**right**). The scale bars correspond to 1 mm. (**B**). Dot plotted graphs showing lower number of blood vessels (**left**, average of 8 random fields at 40× magnification) and lower VEGF level (**right**) in the shCD26 group.

**Figure 4:**
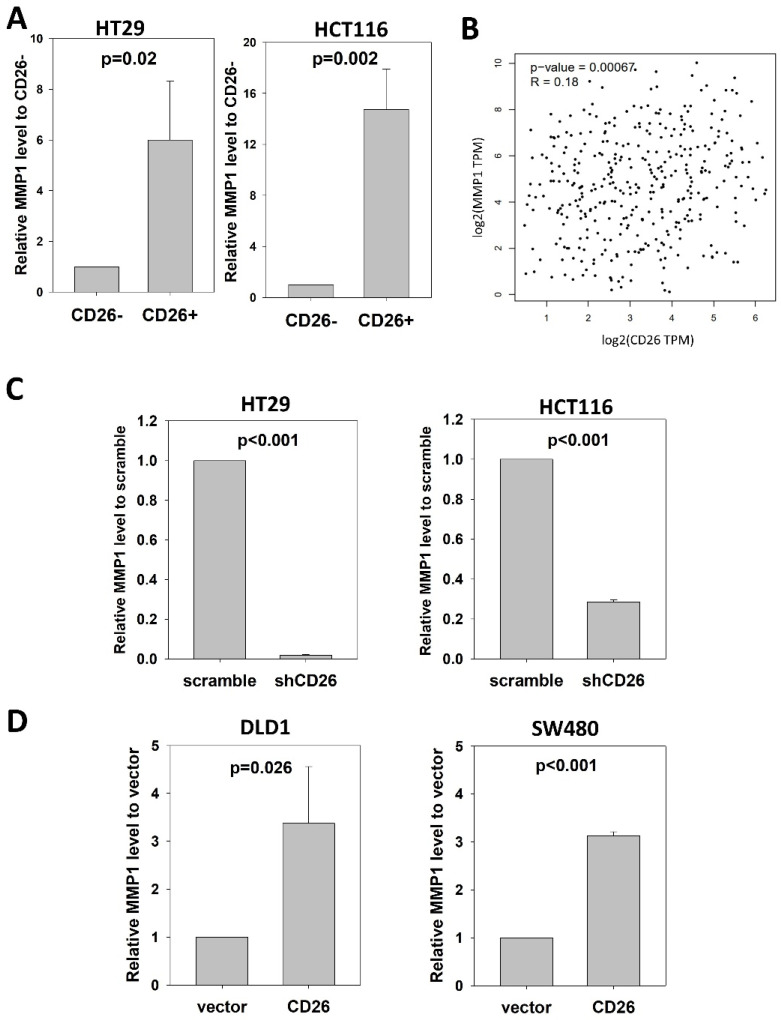
CD26 regulates MMP1 expression in CRC cells. (**A**) Relative MMP1 level in CD26− and CD26+ cells of HT29 and HCT116 cell lines. (**B**) CD26 level was positive correlated with MMP1 in CRC specimens from TCGA database. (**C**) Stable CD26-repressed cells (shCD26) of HT29 and HCT116 showed lower MMP1 level. (**D**) Stable CD26-overexpressed cells of DLD1 and SW480 showed higher MMP1 level.

**Figure 5:**
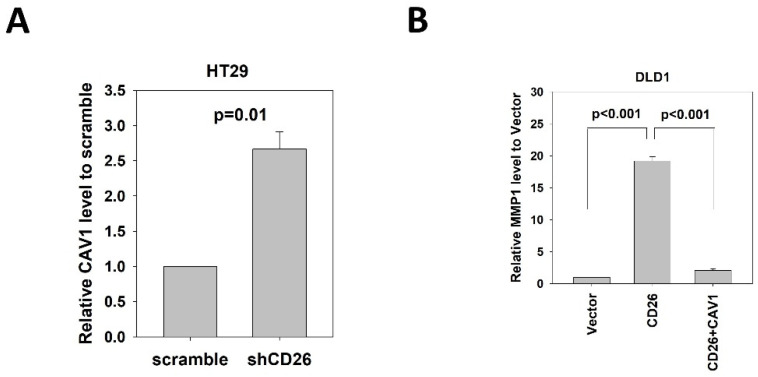
CD26 regulates *MMP1* expression through repression of *CAV1* in CRC cells. (**A**) QPCR revealed that *CAV1* level was induced in HT29 cells following stable repression of CD26 (shCD26) compared to control (scramble transfected cells). (**B**) Relative MMP1 gene level in control (vector), CD26 overexpressing cells (CD26) and CD26 overexpressing cells with transient overexpression of CAV-1 of DLD1 cells. The induction of *MMP1* by CD26 overexpression was abrogated by following CAV1 overexpression.

## Data Availability

Array data were deposited at the Gene Expression Omnibus (GEO accession no.: GSE192909).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23031181/s1.

How the deposited data were processed for this re-analysis (not part of the article)

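RNA of HT29 colorectal cancer cells sorted by FACS into CD26+ and CD26− cells was measured on 4 Affymetrix human genome U133 Plus 2.0 arrays, 2 per group. Each value in the deposited table is the intensity of a probe set, a linear signal that the authors derived with Genespring GX and Genomatix Genome Analyzer, and the summarization and the scaling are not given in the sources used here. The mean of each array without the highest and lowest 2% of values lay near 500.0, while the medians and quartiles differed by more than 0.1 on the log2 scale. No column of values was left unmatched to a sample.
A further table of the authors, their deposited comparison of 1 CD26+ with 1 CD26− array, gives for each listed probe set a fold change as a ratio, a signed fold score and a log2 fold change, with gene symbols, Entrez identifiers and coordinates. It lists 11430 probe sets, and 21675 in the value table reach a fold of 2 in that pair, of which 10246 are not listed, by a rule not given in the sources used here. For 1 listed probe set the value table lies just under that fold. Symbols are those of the table and can be old. Of them, 6343 were matched by Entrez identifier to current genes of an annotation table for GRCh38.p14, and 999 of these now have another name. No coordinate was converted.
The signals were quantile normalized across the arrays, log2(signal + 16) was taken, and 62 control probe sets were left out. The remaining 54613 probe sets were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the default prior), CD26+ minus CD26− without a replicate term, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are those of the moderated fit. A gene stands for its probe set with the highest mean among those with exactly 1 symbol, which gave 6603 genes. All of these are at least 2-fold apart between CD26+ replicate 1 and CD26− replicate 1, so neither counts of genes nor the background of the set tests are free of that selection. The median residual SD was 0.98 on the log2 scale, and 0.37 without CD26+ replicate 2.
Lists of genes were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, where at least 3 members were named, which held for 23 of 26 lists. The lists were the paper's pluripotency and EMT genes, matrix metalloproteinases, their inhibitors with the plasminogen system, mesenchymal and EMT genes, epithelial junction and keratin genes, core pluripotency genes, colon stem cell and WNT target genes, enterocyte, goblet and enteroendocrine genes, proliferation genes, angiogenic factors and receptors, caveolae genes, integrins, AP-1 and immediate early genes, hypoxia and glycolysis genes, unfolded protein and amino acid response genes, heat shock genes, interferon response genes, ribosomal protein genes, oxidative phosphorylation genes, markers of immune, endothelial and fibroblast cells, and genes of other tissues. In the comparison of the 2 CD26− arrays, the median of each list was set among those of 10000 random lists with the same numbers of genes per direction in the authors' table and per class of signal, of 5 classes.
The tests, the lists, the alternatives and the rule for named genes were set before the data were examined, after the part of Table S1 in hand had been read, which holds 565 of its 11431 lines. The rule takes the genes the paper names for the arrays or in its discussion, the 12 highest and 12 lowest genes past the threshold or, where too few pass, those with the largest moderated statistic among genes at least 2-fold apart in all 4 pairs of arrays, and the 4 members of each list with the largest statistic. It gave 122 genes, and MMP1, VEGFA, KDR, MARK2, NFKB1, SRC, GAPDH and MKI67 have no probe set with a single symbol in the table. Genes named only as members of a small count were chosen after their values were seen, and some genes are not reported here.
The fit was tested on simulated data for 54613 probe sets with changes of 1, 2 and 4 on the log2 scale in 67, 67 and 66 of them. With the spread observed for each probe set it called 0 of them, with mean estimates of 0.93, 2.27 and 3.97, and with an equal spread of 0.2 it called 60, 67 and 66 with 11 false calls. The alternatives were the values as deposited, arrays centred on their medians, a pseudocount of 1 or 64, bright probe sets only, a trended and robust prior, a replicate block, each array left out in turn, the mean of a gene's probe sets, probe sets without _x_at or _s_at, the methods' t-test, other thresholds and other set tests. Added after seeing the data were the other 3 arrays normalized without CD26+ replicate 2 and the deposited signals without a pseudocount.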

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

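All tests of explanations here were chosen after the results were seen.
CD26+ replicate 2 had hybridisation controls 12.1-fold brighter than on the brightest other array. Scaling of the deposited values alone is argued against by the actin control, whose ratio of 3′ to 5′ signal was 0.208 on this array and 30.6 to 40.2 on the others, since one factor leaves a ratio within an array as it is, although the same ratio of the GAPDH control, 3.62, lay within the 2.76 to 4.65 of the others. Too little labelled RNA would brighten controls added in a fixed amount, as the 12.1-fold shows, but the middle actin probe set was 25.5-fold brighter than on any other array, more than these controls, so it stays open. RNA of another sample or a failed hybridisation also stays open, because a highest correlation of 0.333 with another array does not tell them apart. No biological explanation was tested.
DPP4, the gene of the sort, was 3.31-fold brighter on the array labelled CD26− replicate 2 than on CD26− replicate 1. A swap of labels with CD26+ replicate 2 cannot be told apart from other causes, since DPP4 was 2.57-fold brighter on the array labelled CD26− replicate 2 than on that array with 203717_at but 1.58-fold with 203716_s_at, and that array correlates with no other. CDH1, for which the paper reports less protein in CD26+ HCT116 cells, was highest on the array labelled CD26− replicate 2 (24462 with 201131_s_at). CAV1, for which it reports less in CD26+ HT29 cells, was lowest there (363 with 212097_at). Another CDH1 probe set was highest, and the other CAV1 probe set lowest, on CD26+ replicate 2. A wrong label or an impure sort stays open as well: the array labelled CD26− replicate 2 correlated with CD26+ replicate 1 at 0.904 and with CD26− replicate 1 at 0.913, and sorts of one line can be alike. As a hypothesis, the cultures may have been in different states of differentiation. The enterocyte list, which does not hold DPP4, lay at percentile 100 of random lists between the CD26− arrays. But interferon response genes lay at 99.98 and fibroblast markers at 99.3, and random lists do not keep genes that vary together. The percentile thus cannot tell this hypothesis from a wrong label or an impure sort. Which of these holds was not settled by any test run here.
The 2 CD26− arrays were at least 2-fold apart for 13239 probe sets, against 13075 for CD26+ replicate 1 and CD26− replicate 1 and 14978 for CD26+ replicate 1 and the array labelled CD26− replicate 2. Noise of dim probe sets stays open. Among probe sets above the median signal the share at least 2-fold apart was 1.07 times that of CD26+ replicate 1 and CD26− replicate 1, 19.0% against 17.7%, with 22.4% for the remaining pair. Such noise would widen every pair alike, so this ratio cannot tell. Of the 13239 probe sets 5199 lay above the median signal, so the count is not made up of dimmer probe sets alone. Whether the arrays were run in separate batches stays open, as 0 sample labels name one, and the header of the authors' table gives its 2 arrays, matched to CD26+ replicate 1 and CD26− replicate 1, a shared tag but does not cover the others. A biological difference between the cultures was not tested beyond the lists of genes.
NDRG1, a gene induced by hypoxia and differentiation, was 39.8-fold brighter on the array labelled CD26− replicate 2 than on CD26− replicate 1, with signals of 29219 and 733. FCGBP, a mucin-like protein of goblet cells, was 69.1-fold brighter on the same array, with signals of 11308 and 164.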

How the results depend on the processing

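The settings without CD26+ replicate 2 in the normalization and without a pseudocount were chosen after seeing the data. Leaving out each array in turn gave 0 to 23137 probe sets, 0 to 3220 genes and 0 to 91 named genes at an adjusted p under 0.05, the highest without CD26+ replicate 1, which leaves CD26+ replicate 2 alone, and 0 without any of the other arrays. The lone array is then assumed to vary like the other group. The sample labels do not say that same-numbered arrays are paired, although the header of the authors' table gives a shared tag to the arrays matched to CD26+ replicate 1 and CD26− replicate 1. The deviations of same-numbered arrays correlated at 0.04 across probe sets over 2 pairs, and the replicate block called 1 probe set. By limma 853 probe sets had an unadjusted p under 0.05, 690 with the values as deposited, 180 of 27306 among bright probe sets and 3398 with the replicate block. Leaving out an array, which leaves 1 array alone in a group, moved this count down for some arrays and up for others. The methods' t-test gave 1846 at its unadjusted threshold, and 0 after Benjamini-Hochberg adjustment. As symbols with any probe set at least 2-fold apart in group means there were 3971. Of the lists, camera called 1, the epithelial list, 4 without probe sets marked _x_at or _s_at, 0 with an estimated correlation, 1 to 5 on leaving out an array, and fry called 0. The count at least 2-fold apart in group means, 26033, was 16012 among bright probe sets, 2542 with all 4 pairs, 11909 with 3 arrays normalized without CD26+ replicate 2, and 10993 to 36825 on leaving out an array. It was 13381 higher and 12652 lower, but 21204 and 8650 with the values as deposited and 10121 and 14879 with arrays centred, where the median over all probe sets was 0.11, 0.63 and −0.06 on the log2 scale. In CD26+ replicate 1 over CD26− replicate 1 it was 13075, and 21647 in the deposited signals without a pseudocount. The log2 fold change of DPP4 was −0.49 with arrays centred and −0.45 to 1.36 on leaving out an array. That of CD44 was −0.41 with arrays centred and −0.88 as the mean of its probe sets. FN1 gave −0.0074 with a pseudocount of 1, AKAP12 0.14 as a mean of probe sets, CXCR4 −1.45 without _x_at or _s_at, and SOX4 0.98, 2.94 and, with 3 arrays, 0.63. With those 3 arrays ERBB2 gave −0.58, PTRF 0.31, VIL1 0.17, IFIT3 0.11 and COX7B 0.63. On leaving out an array, CAV1 ranged from −1.52 to 0.60, SOX4 from −2.54 to 0.56, CD44 from −0.36 to 0.97, ERBB2 from −0.57 to 1.38, FN1 from −1.08 to 1.14, PTRF from −3.14 to 0.23, FCGBP from −4.81 to 0.77, VIL1 from −4.29 to 0.13, IFIT3 from −3.81 to 0.062 and COX7B from −6.40 to 0.72. Without CD26+ replicate 1, 44 of the genes given with values passed in their main direction. The cause was not tested for any of these. The files hold no present calls, so that filter was not run. No array-wise background is given, so how far dim signals lie above background is not known.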

Differences from the paper's values

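Tests chosen after the result was seen are named as such. The paper states 7902 differentially expressed genes, and limma called 0 of 6603 named genes at an adjusted p under 0.05 (206 at an unadjusted p under 0.05). In data simulated with the spread observed for each probe set, the fit called 0 of 66 changes of 4 on the log2 scale. A count of 0 from limma thus does not show that no gene differs. For upregulated genes the paper states 3255 and limma called 0, and for downregulated genes the paper states 4647 and limma called 0. The methods name a Student's t-test or Fisher exact test with a p under 0.05 for the whole paper, and the text gives no fold or other threshold for these counts. Only 6603 genes are named, fewer than the 7902, so no count over them reaches that total. The alternatives for genes set before the data were examined still differ from the 3 values, and the methods' t-test was run on probe sets alone (1846 at its unadjusted threshold). Those that call genes are the fit without CD26+ replicate 1, which leaves CD26+ replicate 2 alone, with 3220 genes, 1500 higher and 1720 lower, and the symbols with any probe set at least 2-fold apart in group means, 3971, of which 2062 have a higher and 2031 a lower probe set. In the authors' deposited table, by their fold alone, 6812 symbol entries are listed, 4073 of them with a higher and 3045 with a lower probe set, so more are higher than lower, while the paper states more lower than higher. These counts of the table were chosen after its values were seen.
The paper states that SOX2, SOX4, CD133, CXCR4, CD44, ZEB2 and SNAI1 were higher in CD26+ cells. By the brightest probe set, 5 of the 7 had a log2 fold change above 0 and SOX4 and PROM1 (CD133) one below 0, −0.99 and −2.97. On CD26+ replicate 1 against CD26− replicate 1 all 7 were higher, as the paper states. The authors' deposited comparison was made on that same pair of arrays, so this is no independent check. Without CD26+ replicate 2, SOX4 was 0.56 and PROM1 −0.05. Without CD26+ replicate 1, limma called SOX2, CXCR4 and SNAI1 higher and SOX4 and PROM1 lower, but the only CD26+ array is then CD26+ replicate 2, which stands apart from all others, so these calls describe that array alone. The paper states a lower CAV1 level in CD26+ HT29 cells, and both CAV1 probe sets had log2 fold changes below 0, −0.46 and −1.29, with the first at 0.60 without CD26− replicate 1, −1.52 without the array labelled CD26− replicate 2 and −0.05 without CD26+ replicate 2. With all 4 arrays none of these genes passed limma. The paper also states that MMP1 was higher in CD26+ HT29 cells, on the arrays and by qPCR. In the authors' deposited table no probe set has MMP1 as its only symbol, so that statement was not compared here. With 11430 probe sets, against 11431 lines in Table S1, that table may hold the same comparison as Table S1. If so, the statement on the arrays has no entry of MMP1 alone behind it. Whether the tables are the same was not tested.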

Other observations

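The tests between the 2 CD26− arrays were chosen after the values were seen, and each compares 2 arrays with no replicate. Enterocyte and goblet cell genes were higher on the array labelled CD26− replicate 2 than on CD26− replicate 1. The 13 named enterocyte and brush border genes had a median log2 difference of 1.71, at percentile 100 of 10000 random lists of matched direction and signal, with 9 at least 2-fold higher and 1 at least 2-fold lower. VIL1, an actin-bundling protein of the brush border, had signals of 6849 and 1923 on these arrays. Goblet cell genes had a median of 1.39 (percentile 99.7), enteroendocrine genes 0.84 with 2 of 5 at least 2-fold higher (percentile 91.0), interferon response genes 1.90 (percentile 99.98), with IFIT3 at 1726 against 342, fibroblast markers 1.54 (percentile 99.3) and epithelial genes 0.57 (percentile 99.9). On the lower side, proliferation genes had a median of −1.71 (percentile 0.44), with 5 of 6 at least 2-fold lower and CDK1, the kinase of mitotic entry, at 4324 against 13885, and colon stem cell and WNT target genes −0.99 (percentile 0.1). Percentiles were computed for 23 lists and describe these arrays only. Random lists do not keep genes that vary together, so a percentile can overstate how rare a shift is. Caveolae genes lay at percentile 4.16, oxidative phosphorylation genes at 3.01, hypoxia genes at 93.1 and unfolded protein response genes at 44.5.
Members at least 2-fold from both CD26− arrays are counted here after normalization with 16 added, and the deposited signals gave 6 above and 3 below both in the unfolded protein list, 6 and 1 in oxidative phosphorylation, 0 and 3 in the integrins and 2 and 6 in the angiogenic list. Between CD26+ and CD26− cells, the unfolded protein and amino acid response list had 5 of 15 named members, TRIB3, ASNS, CHAC1, DDIT4 and PHGDH, at least 2-fold above both CD26− arrays in CD26+ replicate 1 and 0 below both, while the list's median log2 fold change was −0.42, camera placed it on the lower side, and the median over its members of the log2 difference of CD26+ replicate 2 from CD26+ replicate 1 was −1.98. CHAC1, a glutathione-degrading enzyme, had signals of 184 and 292 in CD26− cells and of 1122 and 1774 in CD26+ cells. Of the oxidative phosphorylation genes, NDUFA1, COX7C, COX8A and ATP5G1 were at least 2-fold above both CD26− arrays in CD26+ replicate 1, and 0 of the list were below both, while the median over the members of the log2 difference of CD26+ replicate 2 from CD26+ replicate 1 was −3.93. COX7B, a subunit of cytochrome c oxidase, had signals of 18497 and 18766 in CD26− cells and of 37026 and 409 in CD26+ cells. The 7 named integrins are all listed as lower in the authors' deposited table, ITGAV and ITGB8 were at least 2-fold below both CD26− arrays, and ITGB1 had signals of 5058 and 2501 against 1196 and 277. Of 13 named angiogenic factors and receptors, ANGPTL4, CXCL2, CXCL6, FLT1 and NRP1 were at least 2-fold below both and PDGFB and TYMP above both, with TYMP, thymidine phosphorylase, at 17.1 and 45.8 against 156 and 735. In the deposited signals CXCL1 lay that far below both too. JUND, a subunit of AP-1, had signals of 3790.3 and 4647 in CD26− cells and of 10923 and 96051 in CD26+ cells.
None of these lists passed camera. Its adjusted p was 0.566 for the unfolded protein response and for hypoxia, 0.265 for oxidative phosphorylation, 0.134 for integrins and for proliferation, 0.20 for angiogenic factors and for ribosomal proteins, 0.964 for AP-1 genes, 0.993 for enterocyte, 0.858 for enteroendocrine and 0.164 for fibroblast genes, 0.476 for goblet cell, heat shock and interferon genes and for genes of other tissues, and 0.785 for immune markers. Of the endothelial markers 2 are named, too few for camera, and neither was at least 2-fold from both CD26− arrays in CD26+ replicate 1. In every one of these lists limma passed 0 members over all genes and 0 adjusted over the list alone, while at an unadjusted p under 0.05 there were 2 angiogenic, 1 enterocyte and 1 unfolded protein response members. The enterocyte list had a median log2 fold change of 0.49 and a mean of −0.27, and the enteroendocrine list a median of −0.16 and a mean of 0.20. Without CD26− replicate 2 camera also called proliferation, caveolae and integrin genes lower and fibroblast markers higher, without CD26− replicate 1 goblet cell genes lower, and without CD26+ replicate 1 oxidative phosphorylation genes lower. Without probe sets marked _x_at or _s_at it called proliferation, angiogenic and integrin genes lower (adjusted p = 0.0411 each). All these calls used the preset correlation, and with all arrays and probe sets each of these lists had an adjusted p of 0.883 with an estimated correlation in camera, and fry called none.
The paper reports lower E-cadherin staining in sorted CD26+ HCT116 cells. In HT29 cells its gene, CDH1, had signals of 16099 on CD26− replicate 1 and 24462 on the array labelled CD26− replicate 2, against 7312 and 27.7 in CD26+ cells with 201131_s_at, a log2 fold change of −5.68 (standard error 2.54, adjusted p = 0.79 from limma) and −1.73 without CD26+ replicate 2, and signals of 108 and 99.7 against 47.7 and 848 with 201130_s_at. EGFR had signals of 5590.3 and 1765 in CD26− cells and of 1064 and 819 in CD26+ cells, with log2 fold changes below 0 for all 4 of its probe sets, from −2.85 to −0.50. ERBB2 had signals of 96.0 and 42.9 against 35.2 and 485, and FN1, fibronectin, 55.9 and 176 against 252 and 135 with its brightest probe set, while its other 2 probe sets had higher signals on both CD26+ arrays than on both CD26− arrays.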
